# Identification of drought stress-responsive transcription factors in ramie (*Boehmeria nivea L. Gaud*)

**DOI:** 10.1186/1471-2229-13-130

**Published:** 2013-09-10

**Authors:** Touming Liu, Siyuan Zhu, Qingming Tang, Yongting Yu, Shouwei Tang

**Keywords:** Ramie, Drought stress, Transcription factor, Illumina tag-sequencing, qRT-PCR

## Abstract

**Background:**

Ramie fiber extracted from stem bark is one of the most important natural fibers. Drought is a main environment stress which severely inhibits the stem growth of ramie and leads to a decrease of the fiber yield. The drought stress-regulatory mechanism of ramie is poorly understood.

**Result:**

Using Illumina sequencing, approximately 4.8 and 4.7 million (M) 21-nt cDNA tags were respectively sequenced in the cDNA libraries derived from the drought-stressed ramie (DS) and the control ramie under well water condition (CO). The tags generated from the two libraries were aligned with ramie transcriptome to annotate their function and a total of 23,912 and 22,826 ramie genes were matched by these tags of DS and CO library, respectively. Comparison of gene expression level between CO and DS ramie based on the differences of tag frequencies appearing in the two libraries revealed that there were 1516 potential drought stress-responsive genes, in which 24 genes function as transcription factor (TF). Among these 24 TFs, the unigene19721 encoding the DELLA protein which is a key negative regulator in gibberellins (GAs) signal pathway was probably markedly up-regulated under water stress for a increase of tag abundance in DS library, which is possibly responsible for the inhibition of the growth of drought-stressed ramie. In order to validate the change of expression of these potential stress-responsive TFs under water deficit condition, the unigene19721 and another eleven potential stress-responsive TFs were chosen for further expression analysis in well-watered and drought-stressed ramie by real-time quantitative PCR (qRT-PCR) and the result showed that all 12 TFs were authentically involved in the response of drought stress.

**Conclusion:**

In this study, twelve TFs involving in the response of drought stress were first found by Illumina tag-sequencing and qRT-PCR in ramie. The discovery of these drought stress-responsive TFs will be helpful for further understanding the drought stress-regulatory mechanism of ramie and improving the drought tolerance ability of ramie.

## Background

Drought is one of the most common environmental stresses that affect the growth and development of plants [1]. The global scarcity of water resources has already become a severe environmental problem worldwide. Poor water management, increased competition for limited water resources, and the uncertain threats associated with global warming all highlight the looming water crisis that threatens agricultural productivity worldwide. It has become urgent to elucidate the responses and adaptation of crops to water stress, and improve the drought tolerance of crops.

Plant response to drought stress is a complex course, and several mechanisms known as drought escape, drought avoidance and drought tolerance are involved in adapting the environment of water deficit [2]. A great number of dynamic responses to water deficit at physiological, biochemical, and molecular levels are presented in plant, thus enabling them to survive under drought environmental conditions [3,4]. Recently, expanding transcriptome data sets have uncovered a global picture of stress responsive genes in Arabidopsis [5], rice [6], maize [7], wheat [8] and other plants. These transcriptome data revealed that drought stress induced genes not only function to protect cells from drought stress through the production of important enzymes and metabolic proteins (functional proteins), but they also regulate signal transduction and gene expression in the stress response (regulatory proteins). The functional proteins include late embryogenesis abundant (LEA) proteins, a variety of transporters, enzymes involved in osmoprotectant synthesis, fatty acid metabolism, cellular metabolism, carbohydrate metabolism and secondary metabolism. Regulatory proteins that are activated in response to water stress, including transcription factors (TFs) such as DREBs (dehydration-responsive element-binding proteins), AREBs (ABA-responsive element-binding proteins) and NAC proteins, have been identified in plant [4,9,10]. Besides, many genes involved in growth and development, such as chloroplast, cell wall and plasma membrane proteins encoded gene, were down-regulated in response to drought stress [10].

Ramie (*Boehmeria nivea*), popularly called “China grass”, is one of the most important natural fiber crops. Ramie fibers, which are extracted from stem bast, are smooth, long and have excellent tensile strength. This high fiber quality is the major reason that ramie is widely cultivated in China, India, and other Southeast Asian and Pacific Rim countries. In China, ramie is the second most important fiber crop, with its growth acreage and fiber production being second only to those of cotton. Ramie has vigorous vegetative growth and can be harvested three times per year in China, and up to six times per year in well-watered cultivation environments in Philippines, which makes ramie produce a high yield of vegetative fiber. Therefore, enough water supplied by growing environment is essential to meet the requirement of vigorous metabolism for vegetative growth. When ramie suffered from water deficit, there were numbers of morphological and physiological changes in response to drought stress, such as leaf and root shape, malondialdehyde and proline contents, catalase activity and net photosynthetic rate in ramie [11]. However, up to now, none of genes involved in drought tolerance was identified and the potential drought stress-regulatory mechanism is still unknown in ramie. In this study, in order to identify the drought stress-responsive transcription regulator, the potential stress-responsive genes were identified on the basis of Illumina tag-sequencing at first; and then the differentially expressed TFs were screened and further validated by qRT-PCR. This study will be helpful for further elucidating the potential molecular responsive mechanism of ramie to drought stress and improving the drought tolerance ability of ramie.

## Result

### Stem traits and fiber yield of ramie in response to drought stress

Under well water condition, the stem length, diameter and bark thickness were 128.9 cm, 11.79 mm and 0.987 mm, respectively (Figure 1); whereas significant decreases in stem length, diameter and bark thickness (98.6 cm, 9.70 mm and 0.793 mm, respectively) were observed when ramie suffered from drought stress (Figure 1). Besides, the fiber yield of drought-stressed ramie (6.62 g per plant) was far lower than that of well-watered ramie (8.99 g per plant) (Figure 1). Therefore, drought environment severely inhibits the stem growth of ramie and leads to a decrease of the fiber yield.

**Figure 1:**
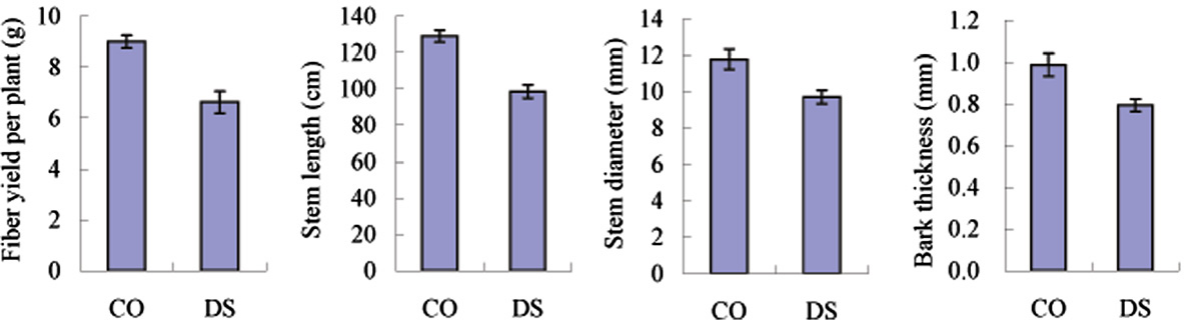
**The changes of ramie fiber yield and stem traits in response to drought stress.** The error bar represented the standard error.

### Tag identification and quantification

A total of 4,719,982 and 4,804,046 tags were sequenced in control ramie (CO) and drought-stressed ramie (DS) libraries, respectively (Table 1). 

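The data behind these results were 1 CO and 1 DS library of digital gene expression tags, in which the sequence next to the CATG site closest to the poly(A) tail of each transcript was read. Each library was made from RNA of the variety Zhongzhu 1 (the cultivar field of the labels reads Gaud), mixed from 3 plant replicates and then pooled over 5 tissues (leaf, root, stem bast, stem xylem and stem shoot). In the methods of the paper the DS plants were kept for 7 days at a relative soil water content of no more than 35%, whereas the sample labels describe the drought treatment as a stop in watering and name 4 tissues in their tissue field. The sample titles and the paper give the same CO and DS names to the libraries, but the treatment field of the labels carries the opposite condition for each of them, and the titles and the paper were followed here. The authors deposited, for each library, the number of copies of every distinct tag and its value in TPM, which is the copy number per 1000000 tags of the same file. The deposited counts summed to 4410133 tags in CO and 4480328 tags in DS, and these are the totals on which the TPM values rest. The paper gives the same totals as what was left of 4715625 and 4799759 clean tags without single-copy tags. The smallest copy number was 2 in both files, so single-copy tags had already been taken out. With 1 library per condition there are no replicates, and every test given for these data compares the 2 libraries, not the conditions. Intervals of counts and ratios cover counting error only, and not the effect of the PCR by which the tags were amplified before sequencing. At this depth, 3 copies correspond to 0.680 TPM in CO and 0.670 TPM in DS. The files hold no gene names, so tags were compared by sequence, and gene counts were taken from Additional file 2 of the paper.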

After filtering out low quality tags (tags containing ‘N’ and adaptor sequences), 4,715,625 and 4,799,759 tags (noted herein as “clean” tags) remained in CO and DS libraries. To increase the robustness of the approach, single-copy tags in the two libraries (305,492 in CO and 319,431 in DS library) were excluded from further analysis. 

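The deposited CO file held 328806 distinct tags with 4410133 copies and the DS file 340187 distinct tags with 4480328 copies. These were 93.4% and 93.3% of the total tags that the paper gives for the CO and DS libraries. The median copy number of a distinct tag was 3 in both libraries, and 36.0% of the distinct tags in CO and 36.9% in DS had 2 copies. Tags with more than 100 copies numbered 5013 in CO and 5672 in DS. The 100 most abundant tags took 16.9% of the copies in CO and 13.5% in DS.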

As a result, a total of 4,410,133 (93.44%) and 4,480,328 (93.26%) clean tags remained in the two libraries, from which 328,806 (CO) and 340,187 (DS) unique tags were obtained. Hence, only 6.56% and 6.74% tags in CO and DS libraries respectively were useless, which suggested that the sequence quality was excellent in the two libraries. 

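Every deposited tag in both libraries was 21 nt long, started with CATG and held no base other than A, C, G and T; 0 tags departed from this form. Of the total tags that the paper lists in Table 1, those lost as low quality or adaptor tags were 0.0923% in CO and 0.0892% in DS. Most of the 6.56% (CO) and 6.74% (DS) of tags left out were thus single-copy tags, which were 6.48% and 6.66% of the clean tags. Counted as distinct sequences, single-copy tags were 48.2% of the distinct clean tags in CO and 48.4% in DS. From the small share of tags left out, the paper proposes that the sequence quality was excellent.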

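Of the 466510 distinct tags found in either library, 202483 were found in both, 126323 in CO only and 137704 in DS only. The tags found in both held 91.7% of the copies in CO and 90.1% of those in DS. Tags found in 1 library only were mostly rare, as 79.8% of those in CO and 80.2% of those in DS had 2 or 3 copies. More than 100 copies were reached by 4 of the tags found only in CO and by 81 of those found only in DS. DS held 1.59% more copies than CO and 3.46% more distinct tags. When the DS library was thinned at random to the CO total of 4410133 tags and tags with at least 2 copies were counted, the difference was 7440 tags (mean of 100 draws, SD 58.2 between draws), against 11381 without thinning. The difference depended on the copy number minimum, and was 1373 among tags with more than 5 copies, 1958 with more than 10, 2080 with more than 20, 1463 with more than 50 and 659 with more than 100. No replicate library was sequenced, so the spread of such a difference between libraries of one condition is unknown.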

There were 11,381 more unique tags in DS library than in the CO library, possibly representing genes related to drought tolerance.

**Table 1:** Illumina tags in the control (CO) and drought stress (DS) libraries

	**CO**	**DS**
total tags	4719982	4804046
clean tags	4715625	4799759
clean tags copy number = 1	305492	319431
unique tags	328806	340187
unique tags copy number >5	87954	89327
unique tags copy number >10	40951	42909
unique tags copy number >20	20892	22972
unique tags copy number >50	9433	10896
unique tags copy number >100	5013	5672

### Depth of sampling

Saturation of the library is determined by checking the number of detected genes. Sequencing reaches saturation when no new genes are detected. The results showed that when sequencing amount reached 2 M or higher, there were few new genes detected in both libraries (Figure 2). The number of detected genes reached a plateau when 4 M tags were sequenced. No new genes were identified as the total tag number approached 4.7 M in CO library and 4.8 M in DS library. Therefore, the CO and DS libraries were sequenced to saturation, producing a full representation of the transcripts in the conditions tested.

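The files give tags and not genes, so the sequencing amount was examined on distinct tags by drawing tags at random from each library (mean of 20 draws at each amount). With 2000000 tags drawn, 278250 of the 328806 distinct tags in CO (84.6%) and 285353 of the 340187 in DS (83.9%) were detected. With 4000000 tags drawn, 99.7% of the distinct tags in CO and 99.6% in DS were detected, and the tags remaining to the full library added 1077 distinct tags in CO and 1516 in DS. Single-copy tags had been left out of the files, which takes away the tags that a curve at full depth would add last. When they were restored in the number given in Table 1, each as its own tag, 49329 distinct tags in CO and 57098 in DS were gained after 4000000 tags. On the basis of its gene counts at increasing tag number (Figure 2), the paper concludes that both libraries were sequenced to saturation.

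**Figure D1:**
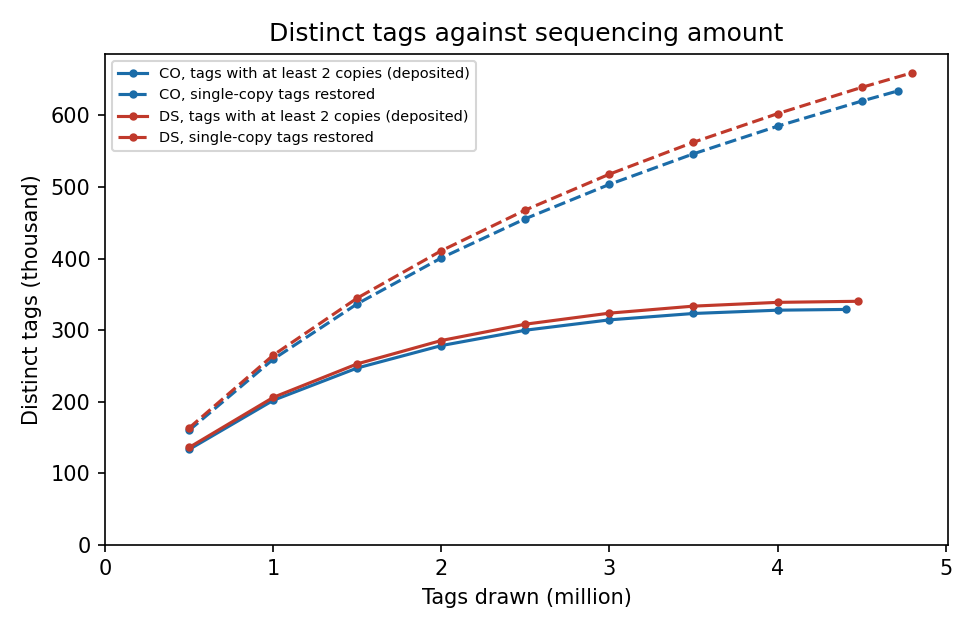
Distinct tags (y axis, in k tags) against the number of tags drawn at random (x axis, in M tags) from the CO library (blue) and the DS library (red). Solid lines show the deposited tags with at least 2 copies, and dashed lines the same libraries with the single-copy tags of Table 1 restored. The solid lines flatten at 328806 (CO) and 340187 (DS) distinct tags, while the dashed lines still rise at 634298 (CO) and 659618 (DS).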

**Figure 2:**
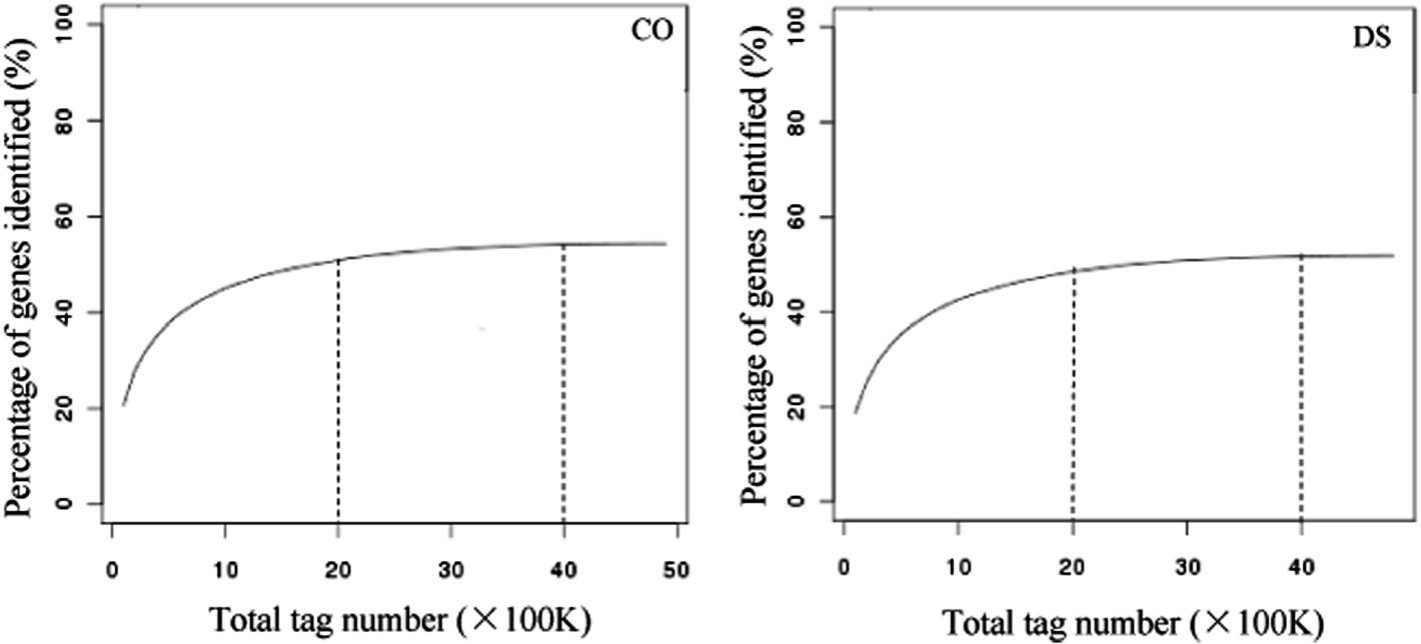
Saturation evaluations for the CO and DS libraries.

### Annotation analysis of the unique tags

The ramie transcriptome had been *de novo* assembled and 43,990 unique genes were identified and annotated for their function [12]. In order to annotate the function of the tags sequenced in DS and CO libraries, the unique tags were aligned with these 43,990 unique genes using BLASTn. Tags with a complete match or one base pair mismatch were further considered to be used for estimating the expression level of gene. The results showed that 43,085 (12.67%) unique tags were matched to 23,912 (54.36%) in DS library and 39,143 (11.90%) unique tags were matched to 22,826 (51.89%) expression genes in CO library (Table 2).

**Table 2:** Annotation of illumina tags

**Library**	**Total tags**	**Unique tags**	**Match genes**
DS	1457659 (32.53%)	43085 (12.67%)	23912 (54.36%)
CO	1398438 (31.71%)	39143 (11.90%)	22826 (51.89%)

### Comparison of gene expression level between two libraries

Tag abundance appearing in library was used for estimating the expression level of gene mapped by tag. Differences of tag frequencies appearing in CO and DS libraries were used to determine the expression changes of genes in response to drought stress. The transcripts detected with at least two-fold differences in two libraries were shown in Figure 3 (FDR ≤ 0.001). 

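At the level of single tags, the paper's test (the exact probability of Audic and Claverie with FDR ≤ 0.001 and an absolute log2 ratio of at least 1) was applied to the 466510 distinct tags. A total of 4051 tags were more abundant and 2603 less abundant in DS, together 1.43% of the tags tested. The tags more abundant in DS held 18.5% of the DS copies, and those less abundant held 21.0% of the CO copies. Of these tags, 649 of the more abundant were absent from CO and 207 of the less abundant were absent from DS. For some tags the probability was too small to be computed, and these were ordered by their difference in TPM. The first of the more abundant tags had 2 copies in CO and 17340 in DS, and the next, CATGTCTCTTTGGAGAAAGTA, had 13 and 7235 copies, a 548-fold difference with an exact 95% interval from 320 to 1029. Among the less abundant tags, CATGTTTAATCTATTGTAATA fell from 14113 copies (3200 TPM) in CO to 2110 (471 TPM) in DS, and CATGGCAAGCCAAGCCAAGCC fell from 8816 copies (1999 TPM) to 281 (62.7 TPM). The most abundant tag of both libraries, CATGTTCGGGTGCACCGACTC, had 40421 copies in CO and 30838 in DS. The test takes counting error as the only error. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 137 tags were more and 8 less abundant, which was the largest move among the alternatives. When the median ratio of tags with at least 20 copies that do not end in A was set to 1, an alternative chosen after seeing the data, 2908 tags were more and 3687 less abundant. Tags that end in at least 6 A made up 17.7% of the tags less abundant in DS and 17 of those more abundant.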

The red dots (1,011) and green dots (505) respectively represent more and less abundant transcripts with more than two folds difference in DS library, designated as differentially expressed genes (DEGs, i.e. potential drought stress-responsive genes); while the blue dots represent transcripts with less than two-fold abundant difference between two libraries, which were designated as “no difference in expression”. In other words, a total of 1011 and 505 genes were probably up- and down- regulated under drought stress, respectively. 

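The gene counts that the paper lists in Additional file 2 were tested again with the totals of the deposited files. Of the 1516 genes, 1011 were more and 505 less abundant in DS, with an exact Audic and Claverie p not above the largest one listed (p = 1.09e-04) and an absolute log2 ratio of at least 1. As this limit was the largest p of the same list, the recount tests the arithmetic of the list and not the choice of its genes. The p values recomputed from the counts differed from those printed by at most 0.474% for the 1467 genes compared, which leaves out those with the smallest printed p. The listed genes had a median of 139.5 copies in the 2 libraries together, and 64 of them had fewer than 20. They held 7.78% of the CO copies and 9.06% of the DS copies. In edgeR's exact test on the same gene counts with an assumed biological coefficient of variation of 0.2, 408 genes were more and 146 less abundant at the same p, and with 0.4 the numbers were 104 and 8. Gene assignments rest on the paper's alignment, which was not repeated here. From these differences in tag frequency, the paper reasons that 1011 genes were probably up-regulated and 505 down-regulated under drought stress.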

The differentially expressed unique tags with more than five folds difference were shown in Figure 4. 

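When a tag absent from 1 library was set to 1 copy there, 10302 of the 466510 distinct tags were more than 5-fold more abundant in DS, or 2.21% (Wilson 95% interval from 2.17% to 2.25%, with distinct tags taken as independent). A total of 14923 tags, or 3.20% (Wilson 95% interval from 3.15% to 3.25%), were more than 5-fold less abundant, and 94.6% were within 5-fold. Most of these tags were rare. The median number of copies in the 2 libraries together was 8 among the more abundant and 6 among the less abundant, and 75.0% and 86.4% of them, respectively, were found in 1 library only. The order of the 2 shares rests on the threshold, as the 5910 tags with 5 copies in CO and 0 in DS stand at 5.08-fold and the 6316 tags with 0 and 5 copies at 4.92-fold. When FDR ≤ 0.001 was also required, the shares were 0.437% and 0.223%. With absent tags at a TPM of 0.01, as in the gene ratios of Additional file 2, the shares were 30.1% and 27.5%. Among the genes of Additional file 2, counts gave 427 genes more than 5-fold more and 123 more than 5-fold less abundant in DS.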

A total of 427 genes which were matched by about 0.36% total unique tags had a more than five-fold increase in expression abundance, and 123 genes matched by about 0.29% total unique tags had a decrease of abundance with more than 5 folds in the DS library, while the expression difference of 99.35% unique tags was within five-fold between two samples. Among 1516 potential drought stress-responsive genes, there were 157 genes up-regulated and 27 genes down-regulated with greater than hundred folds difference in DS library (Additional file 1) and 1258 genes showed significant similarity with known proteins in Nr database (Additional file 2).

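From the counts in Additional file 2, 130 genes were more than 100-fold more abundant and 27 more than 100-fold less abundant in DS, together 157 genes. The size of these ratios depended on counts of 0, for which the TPM had been set to 0.01. Of the 130 genes, 118 had a count of 0 in CO, and all 27 of the others had a count of 0 in DS. The genes with 0 copies in CO had between 14 and 5223 copies in DS, with a median of 24.5, and those with 0 copies in DS had between 13 and 114 in CO, with a median of 17. When a count of 0 was set to 1 copy, 24 genes were more than 100-fold more and 1 more than 100-fold less abundant. The exact 95% interval of the ratio lay wholly above 100 for 10 of the 130 genes, with a 0 taken as a true count or as 1 copy, and wholly beyond 100-fold for 0 of the 27. The largest ratios belonged to Unigene1165, with 0 copies in CO and 5223 in DS (1166 TPM), and Unigene556, with 0 and 4175 copies (932 TPM). The largest decreases belonged to Unigene7900, with 114 copies in CO (25.8 TPM) and 0 in DS, and Unigene6673, with 46 and 0 copies. A nr description was listed for 1258 of the genes.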

**Figure 3:**
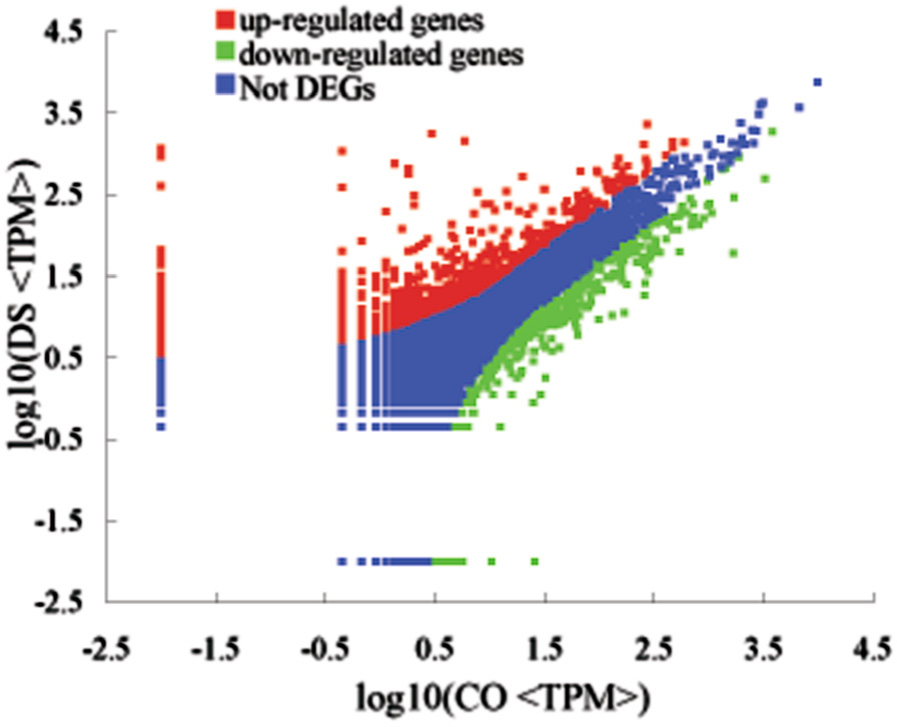
**Comparision of gene expression level between CO and DS libraries.** Red dots represent transcripts more prevalent in the DS library, green dots show those present at a lower frequency in the drought stress ramie and blue dots indicate transcripts that did not change significantly. The parameters “FDR ≤ 0.001” and “log2 Ratio ≥ 1” were used as the threshold to judge the significance of gene expression difference.

**Figure 4:**
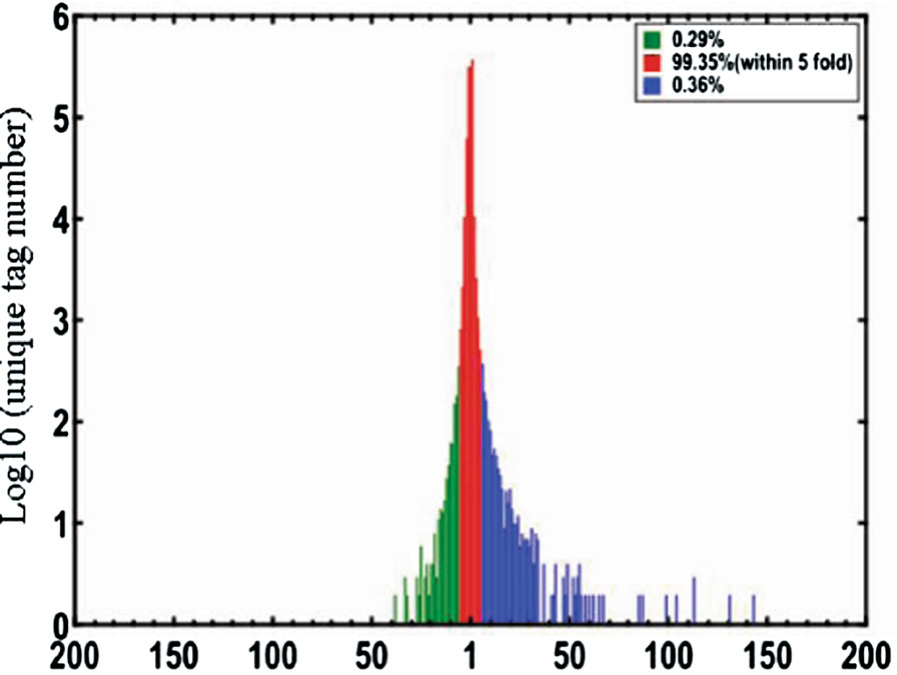
**Differentially expressed tags in DS tissue library.** The “x” axis represents fold-change of differentially expressed unique tags in the DS library. The “y” axis represents the number of unique tags (log10). Differentially accumulating unique tags within 5-fold difference between libraries are shown in the red region (99.35%). The blue (0.36%) and green (0.29%) regions represent unique tags that are up- and down regulated for more than 5 fold in the DS library, respectively.

### Potential pathway influenced by drought stress

The possible influence of drought stress on biological pathways was evaluated by enrichment analysis of DEGs. A total of 112 pathways were possibly affected by drought stress (Additional file 3). Pathways with Q value < 0.05 were significantly enriched by DEGs. Nine pathways may be severely influenced by drought stress for the significant enrichment of the DEGs (Q < 0.05) (Table 3). Among 9 enriched pathways, 5 pathways had more up-regulated DEGs; 3 pathways had more down-regulated DEGs; one pathway had a same number of up- and down-regulated potential stress-responsive genes. 

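The genes of the pathways are not listed one by one in the paper, so the genes whose nr description in Additional file 2 holds the words ribosomal protein were taken. There were 36 such genes, of which 33 were more and 3 less abundant in DS. They are not the same set as the paper's Ribosome pathway, which counts more genes in all and fewer less abundant ones. The 33 genes rose between 2.13- and 3.88-fold, with a median of 2.53-fold, and their counts summed to 9099 copies in CO (2063 TPM) and 23759 in DS (5303 TPM). The 3 genes that were less abundant were CL2150.Contig1 (168 copies in CO and 82 in DS), Unigene3633 (135 and 35) and CL2124.Contig1 (301 and 62). No gene of this group had a count of 0, and the smallest CO count was 12. Among the other 1480 listed genes, 978 (66.1%) were more abundant in DS, against 91.7% of the ribosomal protein genes. Because these increases were small, they depended on the error that was assumed, and with a biological coefficient of variation of 0.2 in edgeR's exact test 2 of the 33 genes remained past the same p, against 2 of the 3 less abundant genes.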

The Ribosome pathway enriched the most DEGs, followed by Starch and sucrose metabolism, Pentose and glucuronate interconversions, Phagosome, Other glycan degradation, Carbon fixation in photosynthetic organisms, Fructose and mannose metabolism, Ascorbate and aldarate metabolism and Riboflavin metabolism (Table 3).

**Table 3:** List of pathway significantly enriched in DEGs (Q < 0.05)

**Pathway**	**Background** **number**	**Regulated genes numbers**			**P value**	**Q value**	**Pathway ID**
		**Up-**	**Down-**	**Total**			
Ribosome	354	53	2	55	0.000	0.000	ko03010
Starch and sucrose metabolism	565	27	12	39	0.003	0.039	ko00500
Pentose and glucuronate interconversions	320	21	5	26	0.002	0.032	ko00040
Phagosome	238	21	1	22	0.001	0.017	ko04145
Other glycan degradation	123	17	2	19	0.000	0.000	ko00511
Carbon fixation in photosynthetic organisms	144	6	11	17	0.000	0.005	ko00710
Fructose and mannose metabolism	136	7	7	14	0.002	0.039	ko00051
Ascorbate and aldarate metabolism	102	5	6	11	0.005	0.049	ko00053
Riboflavin metabolism	48	1	6	7	0.004	0.049	ko00740

### Identification of drought stress-responsive TFs

Twenty-four potential drought stress-responsive transcription regulators were identified by Illumina tag-sequencing (Additional file 4). Twenty transcription factors (TFs) showed more and 4 TFs showed less abundance in DS library. 

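All 24 TFs of Additional file 4 were found in Additional file 2, and the counts gave 20 more abundant and 4 less abundant in DS. The TFs had a median of 52 copies in the 2 libraries together, 11 of them had fewer than 50 copies and 4 had fewer than 20. A count of 0 was found in CO for 4 TFs and in DS for 1. Among TFs counted in both libraries, the increases ran from 2.09-fold for Unigene4099 (41 copies in CO and 87 in DS, exact p = 6.24e-05) to 36.9-fold for Unigene4573 (2 and 75 copies, exact p = 3.65e-20). Unigene565 had the largest counts, 4299 copies in CO (975 TPM) and 1040 in DS (232 TPM), a 4.20-fold decrease with an exact 95% interval from 3.92 to 4.50. Unigene1569 fell from 63 to 13 copies and Unigene5955 from 110 to 13 copies. Unigene19209 had 21 copies in CO and 0 in DS (exact p = 4.01e-07), a decrease of at least 5.29-fold by the exact 95% bound if the 0 is a true count, and of at least 3.43-fold with 1 copy in its place. For 3 TFs a qRT-PCR primer holds a CATG site followed by enough bases to search for tags. Such a site need not be the one closest to the poly(A) tail, so differing counts of these tags do not speak against the gene counts. The primer of Unigene2022 (5 copies in CO and 27 in DS) fitted 1 tag, CATGTGGTTAACCGAGGCGGC, with 0 and 2 copies. That of Unigene9044 (0 and 15 copies) fitted 1 tag in antisense, CATGAAGCAGCAACAAGCACC, with 5 and 4 copies. That of Unigene19209 fitted 10 tags over 13 bases, of which CATGGATTTCTTGGATGTTTG had 21 and 0 copies, the pair of the gene, which 14 tags in all had. The other tags that fitted this primer had other counts, among them CATGGATTTCTTGCTTTGTTT with 0 copies in CO and 12 in DS. With a count of 0 set to 1 copy, 16 of the 20 remained past the same thresholds. With a biological coefficient of variation of 0.2 in edgeR's exact test 3 did, against 3 of the 4 less abundant TFs. Small changes cannot pass under this setting, but low counts also mattered. Unigene13775 (10.3-fold, 2 copies in CO and 21 in DS) and Unigene19721 (0 and 15 copies) did not pass, whereas Unigene565 passed at 4.20-fold.

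**Figure D2:**
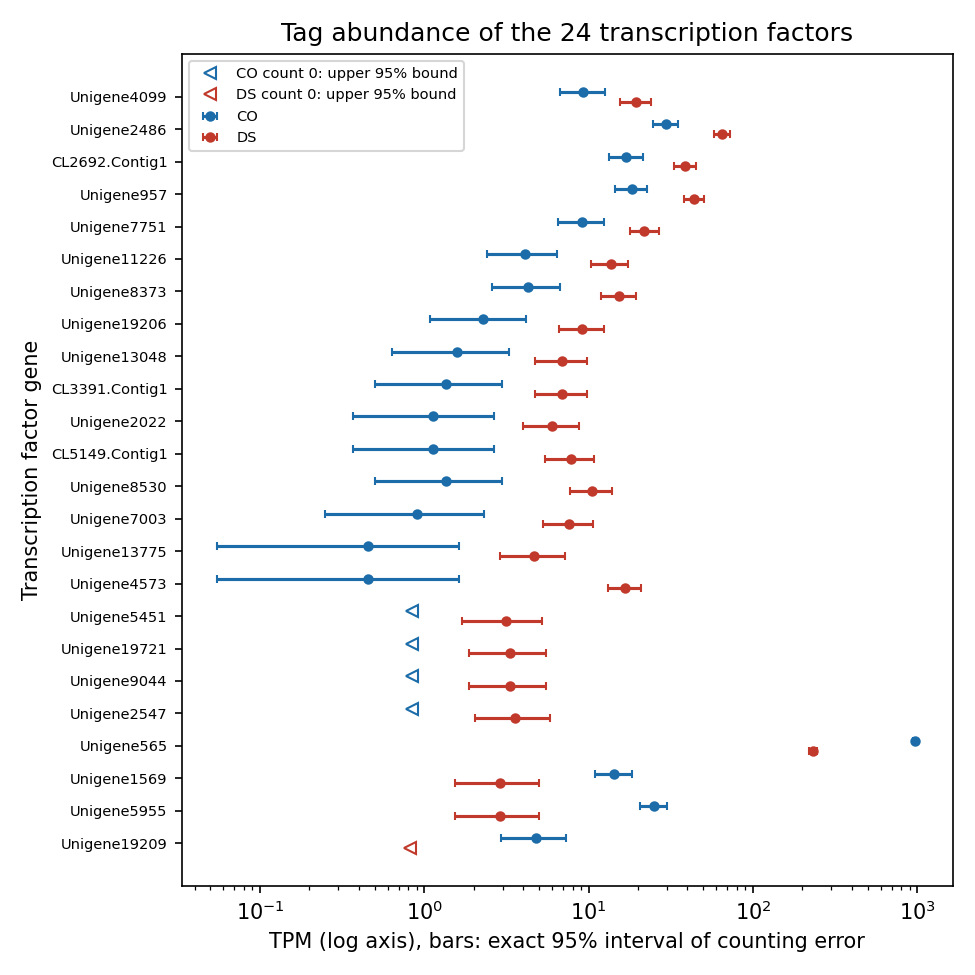
Tag abundance in TPM (log axis) of the 24 TFs in the CO (blue) and DS (red) libraries, from the counts of Additional file 2. Bars are exact 95% intervals of counting error, and open triangles mark the upper 95% bound where the count was 0, taken as a true count (0.836 TPM in CO and 0.823 TPM in DS). Unigene565 lies far to the right at 975 TPM in CO and 232 TPM in DS.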

Among 20 TFs up-regulated potentially, the unigene19721 encoding DELLA protein which is a key negative regulator in gibberellins (GAs) signal pathway, had more abundance with 335 folds difference in DS library. It is possible that the up-regulation of unigene19721 expression is responsible for the inhibition of the growth of ramie and the decrease of fiber yield under drought stress. Therefore, the expression level of unigene19721 and another eleven potential stress-responsive TFs were further analysis by qRT-PCR (Table 4).

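Unigene19721 had 0 copies in CO and 15 copies in DS, or 3.35 TPM with an exact 95% interval from 1.87 to 5.52 TPM. In CO, 3 copies correspond to 0.680 TPM, and the exact upper 95% bound of the 0 count in CO is 0.836 TPM if the 0 is a true count. As single-copy tags had been removed, the 0 may hide at least 1 copy, and with 1 copy the upper bound is 1.26 TPM. The 335-fold difference follows from a TPM of 0.01 in place of the count of 0 in CO. With the count set to 1 copy the ratio was 14.8-fold, and with 0.5 copies added to both counts it was 30.5-fold. The lower exact 95% bound of the ratio was 3.53 with a true 0 and 2.27 with 1 copy. The exact p of Audic and Claverie for 0 against 15 copies was 3.46e-05. Unigene9044 had the same counts, and Unigene5451 and Unigene2547 had 0 copies in CO and 14 and 16 copies in DS. With the count of 0 set to 1 copy, these 4 genes no longer passed the p limit of the listed genes, while the direction stayed the same. These 4 genes also failed the same thresholds in edgeR's exact test with an assumed biological coefficient of variation of 0.2. Of the tags in the deposited files, 85 had 0 copies in CO and 15 in DS. In its discussion the paper proposes that ramie raises its DELLA protein through this gene under water deficit, which would add to drought tolerance and hold back stem elongation. The paper rests the rise of this gene also on qRT-PCR of individually sampled CO and DS plants, which was not analysed here.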

**Table 4:** The function annotated of TFs validated by qRT-PCR

**Gene**	**Family**	**Function annotated**
Unigene4099	bHLH	UNE10-like transcription factor
Unigene8530	DOF	DOF domain class transcription factor
Unigene2022	C2H2L	C2H2L domain class transcription factor
Unigene957	AP2	AP2 domain class transcription factor
Unigene9044	NAC	NAC domain-containing protein 8, putative
Unigene13775	NAC	NAC domain-containing protein 7-like, putative
Unigene8373	NAC	NAC domain-containing protein 100-like, putative
Unigene19721	GRAS	DELLA protein, putative
Unigene565	HD-Zip	homeobox-leucine zipper protein ATHB-16-like, putative
Unigene1569	MYB	myb transcription factor
Unigene5955	ARF	auxin-responsive family protein, putative
Unigene19209	HD-Zip	transcription regulator, putative

The ramie actin gene (CL5463.Contig2) with a similar value of transcripts per million clean tags (TPM) in DS and CO libraries was selected as the endogenous control of qRT-PCR. The t-test showed that the qRT-PCR Ct value of actin in CO and DS ramie had no difference (P > 0.05). Thus, the actin expression did not have differences between the DS and CO ramie. The qRT-PCR result was presented in Figure 5. Six and three TFs were up- and down- regulated with 2~6 folds under water deficit condition. The unigene9044 and unigene19721 were up-regulated with more than 40 and 80 folds under drought stress, respectively; whereas unigene19209 was down-regulated with greater than 80 folds. These result suggested that all these 12 TFs were authentically drought stress-responsive TFs.

**Figure 5:**
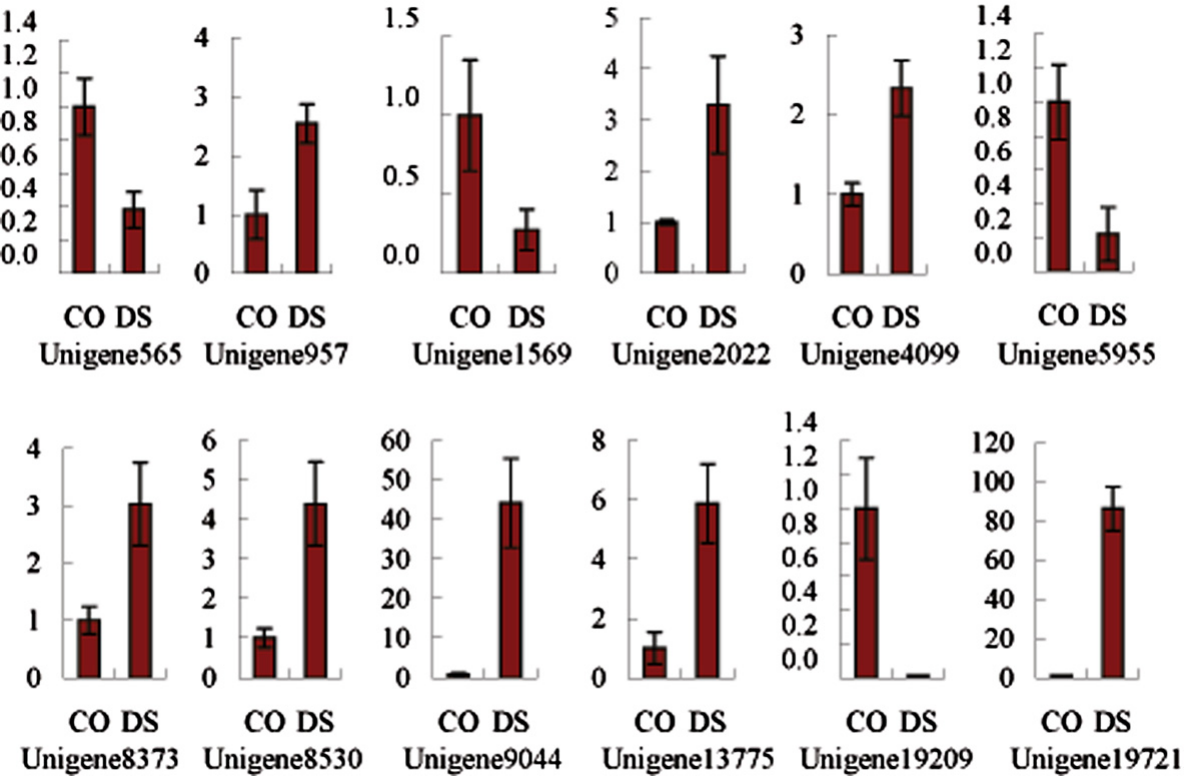
**qRT-PCR analysis of twelve differentially expressed TFs.** Data represent fold change of each DEG’s relative quantification in drought stress (DS) vs. control (CO) samples; the error bar represented the standard deviation.

## Discussion

### Identification of 1516 potential drought stress-responsive genes by Illumina tag-sequencing

In China, almost 90% ramie distributes in Yangtze valley, which indicates that ramie has a poor eco-adaptability. The correlation between environment factors of ramie cultivation region and ramie fiber yield showed that the fiber yield severely depended on the rainfall of ramie growth region [13]. Ramie fiber extracted from stem bark is vegetative tissue and its yield is determined by the stem growth. In this study, severe inhibition of stem growth and significant decrease of fiber yield were observed in drought-stressed ramie. Except these morphological traits such as stem traits and fiber yield, a large number of physiological characters are easily influenced by water stress in ramie. Previous study showed that significant decreases in contents of chlorophyll *a*, carotenoid and endogenous GAs and relative water content, and increases in the activities of peroxidase, superoxide dismutase, and catalase and the contents of proline, malondialdehyde and soluble sugar were observed under drought stress [14]. Hence, sufficient water supply from growth environment is essential for ramie high production. However, in order to ensure the food security in China, the irrigable cultivated land was used to produce foodstuff and the ramie was mainly grown in un-irrigable dry land such as hill sloping land. Therefore, elucidating potential molecular responsive mechanism of ramie to water stress and improving its drought tolerance ability have important significance for ramie producing in China. In present study, on the basis of Illumina tag-sequencing technology, a total of 1516 potential drought stress-responsive genes were identified. The identification of these potential stress-responsive genes will be helpful for further understanding of ramie drought tolerance.

The Illumina sequencing technology is the next generation sequencing (NGS) which is a powerful tool utilized in many researching areas, including re-sequencing, micro-RNA expression profiling, DNA methylation, *de novo* transcriptome sequencing and whole sequencing [15-21], especially in the analysis of whole-genome expression profiling [22-25]. In current study, the NGS was used to identify the potential drought stress-responsive genes based on principle that tag frequencies of given gene can be used to estimate its transcript abundance. Theoretically, tags should be generated by NlaIII from the 3′-most ends of transcripts. Other tags may also be generated because of incomplete enzyme digestion in practice. Since only one tag could be generated in each transcript from any NlaIII site in a cDNA, one tag represented a transcript of a given gene. In other word, the total of all NlaIII tags’ copy number in a gene represented the transcript abundance of this gene in library. For alternative splicing, it was possible that there were some genes spliced as multiple transcripts. In our study, when one tag matched to multiple transcripts, this tag would not be used to estimate the expression level. Out of 43,990 reference genes [12], about 54.4% and 51.9% genes were matched by tags of DS and CO library. Several potential reasons were responsible for the residual genes which were not matched by tags. First, there were about 20% genes without restriction enzyme cutting site of NlaIII, which led to a fact that these 20% genes could not generate their tag. Second, the reference transcriptome used in this study were sequenced based on the RNA of several growth stages, including seedling, vigorous vegetative growth stage and fiber ripeness stage [12], while the RNA used to construct library in this study was only extracted from the tissue of 30-day-old ramie. Probably, some genes which only express in seedling and fiber ripeness stage will not appear in the library constructed in this study. Moreover, a large number of ESTs in reference transcriptome are partial sequence of genes. Hence, of these 43,990 ESTs in reference transcriptome, it is likely that several ESTs are sequenced from a common gene which only generates a type of tag by NlaIII from the 3′-most ends of gene. In other words, only one of several ESTs sequenced from a gene can be aligned with the tag of this gene and the others can not be annotated by tags, which is another major reason for the presence of about 40% genes un-annotated.

### Transcription factors responding to drought stress in ramie

Transcriptome analyses using microarray technology, together with conventional approaches, have revealed that dozens of transcription factors (TFs) are involved in the plant response to drought stress [4,9,10]. Most of these TFs fall into several large TF families, such as AP2/ERF, bZIP, NAC, MYB, MYC, Cys2His2 zinc-finger and WRKY. The expression of TFs regulates the expression of downstream target genes which are involved in the drought stress response and tolerance. Up to now, hundreds of TFs were validated in its ability of drought tolerance by further study. Taking NAC TFs as an example, scores of NAC TFs in rice, Arabidopsis, wheat, maize and so on were found to respond to abiotic and biotic stress and over-expression of these TFs can improve the drought tolerance ability of transgenic plant [26-31]. In this study, a total of 24 TFs involving in several families such as NAC, MYB, HD-Zip, AP2/ERF and so on were found that they are probably differential expression (20 TFs up-regulated and 4 TFs down-regulated) between well-watered and drought-stressed ramie by Illumina tag-sequencing. Twelve TFs (3 NAC TFs, 2 HD-Zip TFs, 1 bHLH TF, 1 DOF TF, 1 C2H2L TF, 1 MYB TF, 1 AP2 TF, 1 ARF TF and 1 GRAS TF) were chosen for further expression analysis in well-watered and drought-stressed ramie by qRT-PCR and the result validated that all these 12 TFs were drought stress-responsive TFs.

### Up-regulation of unigene19721 expression is probably responsible for the inhibition of the growth of drought-stressed ramie

Under drought condition, a major morphological characteristic of plants is dwarfism, which is considered as an adaptive change of plants to help them avoid high energy costs under unfavorable conditions [32]. Opposite to drought inhibiting the growth, GAs can stimulate stem elongation and promote the growth of plants [33]. There is a potential crosstalk between drought stress signal and GAs signal resulting in antagonic interaction to regulate the plant growth. DELLA protein is a negative regulator of GAs signal pathway and can inhibit the growth of plants. GAs signal can induce the destruction of DELLA protein and then relieve the repression function of DELLA [33]. Previous studies showed that DELLA protein can respond to abiotic and biotic stress [34], and the accumulation of DELLA protein markedly improves the ability of stress tolerance [35-37]. Therefore, DELLA protein not only functions as negative regulator to repress the growth of plants but also enhances the ability of stress tolerance of plants. In this study, a DELLA protein encoded gene, unigene19721, was found up-regulated expression with 335 folds under drought stress. The up-regulated expression of this gene in drought-stressed ramie was further confirmed by qRT-PCR. Probably, ramie increases its DELLA protein to enhance drought tolerance ability by up-regulating the expression of unigene19721 under water deficit, whereas the increase of DELLA protein leads to a corresponding inhibition of stem elongation and decrease of fiber yield in ramie.

## Conclusion

In this study, a total of 1516 potential drought stress-responsive genes including 24 TFs were identified in ramie. Twelve TFs were further validated to involve in the response of drought stress by qRT-PCR. Among the 12 stress-responsive TFs, the unigene19721 encoding the DELLA protein which is a key negative regulator in gibberellins signal pathway was markedly up-regulated, which is probably responsible for the inhibition of the growth of ramie under drought stress. The identification of these candidate TFs which may contribute to drought tolerance in ramie will be helpful for further improving ramie drought tolerance ability.

## Methods

### Plant material, treatment of water stress and RNA extraction

Elite ramie variety Zhongzhu 1 was used in this study. Zhongzhu 1 is an elite variety with characteristics of high yield, good fiber quality and strong drought resistance and it has the largest growth area in China during recent years. The cuttage seedlings of Zhongzhu 1 were transplanted to pot in May 2011. In April 2012, the potted 30-day-old ramies were transferred to a movable rain-off shelter and were parted into two groups. One group (CO) where the ramie was grown under well water condition by daily watering was used as control, and the other group (DS) was treated with drought stress by controlling the relative water content of soil at a level of no more than 35%. Each group was planted with three replicates. After seven days the ramie suffering from drought stress, the CO and DS ramie tissues of three replicates including leaf, root, stem bast, stem xylem and stem shoot were individually collected. The sampled tissues were immediately frozen in liquid nitrogen and stored at −80° until use. The same tissue sample of three replicates of each group was mixed to extract RNA. Total RNAs of two treatment ramie were extracted from each tissue sample using TRIzol reagent (Transgene Company, Illkirch Graffenstaden Cedex, France) according to the manufacturer’s protocol. The RNA was equally pooled from the five tissues for cDNA library preparation.

### Preparation of digital expression libraries

Sequence tag preparation was done with the Digital Gene Expression Tag Profiling Kit (Illumina Inc; San Diego, CA, USA) according to the manufacturer’s protocol. Six micrograms of total RNA for CO and DS ramie was individually purified using biotin-Oligo (dT) magnetic bead adsorption. First- and second-strand cDNA synthesis was performed after the RNA was bound to the beads. While on the beads, double strand cDNA was digested with NlaIII endonuclease to produce a bead-bound cDNA fragment containing sequence from the 3′-most CATG to the poly (A)-tail. These 3′ cDNA fragments were purified by using magnetic bead precipitation and the Illumina adapter 1 (GEX adapter 1) was added to new 5′ end. The junction of Illumina adapter 1 and CATG site was recognized by MmeI, which is a Type I endonuclease (with separated recognition sites and digestion sites). The enzyme cuts 17 bp downstream of the CATG site, producing 17 bp cDNA sequence tags with adapter 1. After removing 3′ fragments with magnetic bead precipitation, the Illumina adapter 2 (GEX adapter 2) was ligated to 3′ end of the cDNA tag. These cDNA fragments represented the tag library.

### Illumina sequencing

Illumina sequencing using the HiSeq^TM^ 2000 platform was performed at Beijing Genomics Institute (BGI)-Shenzhen, Shenzhen, China (http://www.genomics.cn/) with the method of sequencing by synthesis. Briefly, PCR amplification with 15 cycles using Phusion polymerase (Finnzymes, Espoo, Finland) was performed with primers complementary to the adapter sequences to enrich the samples for the desired fragments. The resulting 105 base strips were purified by 6% TBE PAGE Gel electrophoresis. These strips were then digested, and the single chain molecules were fixed onto the Illumina Sequencing Chip (flow cell). Each molecule grew into a single-molecule cluster sequencing template through in situ amplification. Four color-labeled nucleotides were added, and sequencing was performed with the method of sequencing by synthesis. Image analysis and base calling were performed by using the Illumina Pipeline, and cDNA sequence tags were revealed after purity filtering. The tags passing initial quality tests were sorted and counted. Each tunnel generates millions of raw reads with sequencing length of 49 bp (target tags plus 3′adaptor). Each molecule in the library represented a single tag derived from a single transcript.

### Gene annotation

“Clean Tags” were obtained by filtering off adaptor-only tags and low-quality tags (containing ambiguous bases). Comparison of the Clean Tags sequences with ramie transcriptome sequence [12] by BLASTN was carried out. All clean tags were annotated based on ramie reference genes. The number of annotated clean tags for each gene was calculated and then normalized to TPM (number of transcripts per million clean tags) [24,25].

### Identification of differentially expressed genes (DEGs)

A rigorous algorithm to identify differentially expressed genes between two samples was developed [38]. P value was used to test differential transcript accumulation. In the formula below the total clean tag number of the CO library is noted as N1, and total clean tag number of DS library as N2; gene A holds x tags in CO and y tags in DS library. The probability of gene A expressed equally between two samples can be calculated with:

$$P\left(y|x\right)={\left(\frac{N2}{N1}\right)}^{y}\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N2}{N1}\right)}^{\left(x+y+1\right)}}$$

FDR (False Discovery Rate) was applied to determine the threshold of P Value in multiple tests and analyses [39]. An “FDR < 0.001 and the absolute value of log2-Ratio ≥ 1” was used as the threshold to judge the significance of gene expression difference.

### Real-time quantitative PCR (qRT-PCR) analysis

The CO and DS ramie were used for qRT-PCR analysis. Entire plants of six individuals (three CO plants and three DS plants) were individually sampled. The sampled tissues were immediately frozen in liquid nitrogen and used to extract RNA. For each sample, first-strand cDNAs were reverse-transcribed from RNAs treated with DNase I (Fermentas, Canada) by using M-MuLV Reverse Transcriptase (Fermentas, Canada) according to the manufacturer’s instructions. qRT-PCR was performed using an optical 96-well plate with an iQ5 multicolor real time PCR system (Bio-RAD, USA). Each reaction contained 1 μL of cDNA template, 10 nM gene-specific primers, 10 μL of SYBR Premix Ex Taq, and 0.4 μL of ROX Reference Dye (FINNZYMES, Finland) in a final volume of 20 μL. The ramie actin gene was selected as the endogenous control. The primer sequence of DEGs and actin gene were listed in Additional file 5. The thermal cycle used was as follows: 95°C for 15 min, followed by 40 cycles of 95°C for 10 s, 55°C for 20s and 72°C for 30 s. qRT-PCR was performed in triplicate for each sample. Relative expression levels were determined as described previously [40].

### Pathway enrichment analysis of DEGs

Pathway enrichment analysis based on KEGG (Kyoto Encyclopedia of Genes and Genomes pathway database http://www.genome.jp/kegg) was used to identify significantly enriched metabolic pathways or signal transduction pathways in differentially expressed genes comparing with the whole genome background. The calculating formula is:

$$p=1-\sum_{i=0}^{m-i}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)},$$

where N is the number of all genes that with KEGG annotation, n is the number of DEGs in N, M is the number of all genes annotated to specific pathways, and m is number of DEGs in M. Q value was used for determining the threshold of P Value in multiple test and analysis [41]. Pathways with Q value < 0.05 are significantly enriched in DEGs.

### Availability of supporting data

The raw data (tag sequences, counts and TPM value) has been deposited at the Gene Expression Omnibus [NCBI GEO] with accession number GSE46253, [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46253].

## Abbreviations

DS: Drought stress; CO: Control; DEG: Differentially expressed gene; qRT-PCR: Quantitative real-time polymerase chain reaction; TF: Transcription factor; TPM: Transcripts per million clean tags; KEGG: Kyoto Encyclopedia of Genes and Genomes pathway database.

## Competing interests

The authors have declared that no competing interests exist.

## Authors’ contributions

LT and TS conceived and designed the experiment. LT and ZS performed the experiment. TQ and YY helped to prepare the reagents and materials. LT carried out the data analysis and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 DEGs with more than 100 folds between DS and CO libraries. Click here for file

Additional file 2 DEGs between DS and CO libraries. Click here for file

Additional file 3 Potential pathways affected by drought stress. Click here for file

Additional file 4 Potential drought stress-responsive transcription factors. Click here for file

Additional file 5 Primers of genes validated by qRT-PCR. Click here for file

## References

[B1] BrayEPlant responses to water deficitTrends Plant Sci199724854

[B2] ZhangQStrategies for developing Green Super RiceProc Natl Acad Sci U S A2007104164021640910.1073/pnas.070801310417923667PMC2034246

[B3] FrancaMPradosLLemos-FilhoJRanieriBValeFMorphophysiological differences in leaves of Lavoisiera campos-portoana (Melastomataceae) enhance higher drought tolerance in water shortage eventsJ Plant Res2012125859210.1007/s10265-011-0416-z21400250

[B4] Yamaguchi-ShinozakiKShinozakiKTranscriptional regulatory networks in cellular responses and tolerance to dehydration and cold stressesAnnu Rev Plant Biol20065778180310.1146/annurev.arplant.57.032905.10544416669782

[B5] UranoKMaruyamaKOgataYMorishitaYTakedaMSakuraiNSuzukiHSaitoKShibataDKobayashiMCharacterization of the ABA regulated global responses to dehydration in Arabidopsis by metabolomicsPlant J2009571065107810.1111/j.1365-313X.2008.03748.x19036030

[B6] RabbaniMMaruyamaKAbeHKhanMKatsuraKItoYYoshiwaraKSekiMShinozakiKYamaguchi-ShinozakiKMonitoring expression profiles of rice genes under cold, drought, and high-salinity stresses and abscisic acid application using cDNA microarray and RNA Gel-Blot analysesPlant Physiol20031331755176710.1104/pp.103.02574214645724PMC300730

[B7] ZhengJFuJGouMHuaiJLiuYJianMHuangQGuoXDongZWangHGenome-wide transcriptome analysis of two maize inbred lines under drought stressPlant Mol Biol20107240742110.1007/s11103-009-9579-619953304

[B8] AprileAMastrangeloALeonardisAGalibaGRoncagliaEFerrariFBellisLTurchiLGiulianoGCattivelliLTranscriptional profiling in response to terminal drought stress reveals differential responses along the wheat genomeBMC Genomics20091027910.1186/1471-2164-10-27919552804PMC2713995

[B9] NakashimaKItoYYamaguchi-ShinozakiKTranscriptional regulatory networks in response to abiotic stresses in Arabidopsis and grassesPlant Physiol2009149889510.1104/pp.108.12979119126699PMC2613698

[B10] FujitaYFujitaMShinozakiKYamaguchi-ShinozakiKABA-mediated transcriptional regulation in response to osmotic stress in plantsJ Plant Res201112450952510.1007/s10265-011-0412-321416314

[B11] LiuFLiuQLiangXHuangHZhangSMorphological, anatomical, and physiological assessment of ramie [Boehmeria Nivea (L.) Gaud.] tolerance to soil droughtGenetic Resources and Crop Evolution20055249750610.1007/s10722-004-7071-3

[B12] LiuTZhuSTangQChenPYuYTangS*De novo* assembly and characterization of transcriptome using Illumina paired-end sequencing and identification of CesA gene in ramie (*Boehmeria nivea L.Gaud*)BMC Genomics20131412510.1186/1471-2164-14-12523442184PMC3610122

[B13] LiuTTangQZhuSTangSAnalysis of climatic factors causing yield difference in ramie among different eco-regions of Yalley valleyAgricultural Science & Technology20111274575024023804

[B14] LiuTZhuSFuLYuYTangQTangSMorphological and physiological changes of ramie (*Boehmeria nivea* L. Gaud) in response to drought stress and GA_3_ treatmentRussian Journal of Plant Physiology201360749755

[B15] MeyerEAglyamovaGVWangSBuchanan-CarterJAbregoDColbourneJWillisBMatzMSequencing and de novo analysis of a coral larval transcriptome using 454 GSFlxBMC Genomics20091021910.1186/1471-2164-10-21919435504PMC2689275

[B16] WangJWangWLiRLiYTianGGoodmanLFanWZhangJLiJZhangJThe diploid genome sequence of an Asian individualNature2008456606510.1038/nature0748418987735PMC2716080

[B17] HuangYHuangTWangLProfiling DNA methylomes from microarray to genome-scale sequencingTechnol Cancer Res Treat201091391472021873610.1177/153303461000900203PMC3011833

[B18] NobutaKMcCormickKNakanoMMeyersBCBioinformatics analysis of small RNAs in plants using next generation sequencing technologiesMethods Mol Biol20105928910610.1007/978-1-60327-005-2_719802591

[B19] BarakatADiLoretoDZhangYSmithCBaierKPowellWWheelerNSederoffRCarlsonJComparison of the transcriptomes of American chestnut (Castanea dentata) and Chinese chestnut (Castanea mollissima) in response to the chestnut blight infectionBMC Plant Biol200995110.1186/1471-2229-9-5119426529PMC2688492

[B20] FahlgrenNHowellMKasschauKChapmanESullivanCCumbieJGivanSLawTGrantSDangJHigh-Throughput Sequencing of Arabidopsis microRNAs: Evidence for Frequent Birth and Death of MIRNA GenesPLoS ONE20072e2910.1371/journal.pone.0000219PMC179063317299599

[B21] WangZFangBChenJZhangXLuoZHuangLChenXLiYDe novo assembly and characterization of root transcriptome using Illumina paired-end sequencing and development of cSSR markers in sweetpotato (Ipomoea batatas)BMC Genomics20101172610.1186/1471-2164-11-72621182800PMC3016421

[B22] WuJZhangYZhangHHuangHFoltaKLuJWhole genome wide expression profiles of Vitis amurensis grape responding to downy mildew by using Solexa sequencing technologyBMC Plant Biol20101023410.1186/1471-2229-10-23421029438PMC3017854

[B23] EvelandASatoh-NagasawaNGoldshmidtAMeyerSBeattyMSakaiHWareDJacksonDDigital gene expression signatures for maize developmentPlant Physiol20101541024103910.1104/pp.110.15967320833728PMC2971585

[B24] MorrissyAMorinRDelaneyAZengTMcDonaldHJonesSZhaoYHirstMMarraMNext-generation tag sequencing for cancer gene expression profilingGenome Res2009191825183510.1101/gr.094482.10919541910PMC2765282

[B25] 't HoenPAriyurekYThygesenHVreugdenhilEVossenRMenezesRBoerJOmmenGDunnenJDeep sequencing-based expression analysis shows major advances in robustness, resolution and inter-lab portability over five microarray platformsNucleic Acids Res200836e14110.1093/nar/gkn70518927111PMC2588528

[B26] WuYDengZLaiJZhangYYangCYinBZhaoQZhangLLiYYangCDual function of Arabidopsis ATAF1 in abiotic and biotic stress responsesCell Res2009191279129010.1038/cr.2009.10819752887

[B27] TranLSNakashimaKSakumaYSimpsonSFujitaYMaruyamaKFujitaMSekiMShinozakiKYamaguchi-ShinozakiKIsolation and functional analysis of Arabidopsis stress inducible NAC transcription factors that bind to a drought responsive cis-element in the early responsive to dehydration stress 1 promoterPlant Cell2004162481249810.1105/tpc.104.02269915319476PMC520947

[B28] HuHDaiMYaoJXiaoBLiXZhangQXiongLOverexpressing a NAM, ATAF, and CUC (NAC) transcription factor enhances drought resistance and salt tolerance in riceProc Natl Acad Sci U S A2006103129871299210.1073/pnas.060488210316924117PMC1559740

[B29] JeongJKimYBaekKJungHHaSChoiYKimMReuzeauCKimJRoot-specific expression of OsNAC10 improves drought tolerance and grain yield in rice under field drought conditionsPlant Physiol201015318519710.1104/pp.110.15477320335401PMC2862432

[B30] NakashimaKTranLNguyenDFujitaMMaruyamaKTodakaDItoYHayashiNShinozakiKYamaguchi-ShinozakiKFunctional analysis of a NAC type transcription factor OsNAC6 involved in abiotic and biotic stress responsive gene expression in ricePlant J20075161763010.1111/j.1365-313X.2007.03168.x17587305

[B31] ZhengXChenBLuGHanBOverexpression of a NAC transcription factor enhances rice drought and salt toleranceBiochem Biophys Res Commun200937998598910.1016/j.bbrc.2008.12.16319135985

[B32] LiJSimaWOuyangBWangTZiafKLuoZLiuLLiHChenMHuangYTomato *SlDREB* gene restricts leaf expansion and internode elongation by downregulating key genes for gibberellin biosyntheseJ Exp Bot2012636407642010.1093/jxb/ers29523077200PMC3504492

[B33] HauvermaleAAriizumiTSteberCGibberellin signaling: a theme and variations on DELLA repressionPlant Physiol2012160839210.1104/pp.112.20095622843665PMC3440232

[B34] SunTThe molecular mechanism and evolution of the review GA–GID1–DELLA signaling module in plantsCurr Biol20112133834510.1016/j.cub.2011.01.03621549956

[B35] AchardPChengHGrauweLDecatJSchouttetenHMoritzTStraetenDPengJRHarberdNPIntegration of plant responses to environmentally activated phytohormonal signalsScience2006311919410.1126/science.111864216400150

[B36] AchardPRenouJPBerthoméRHarberdNPGenschikPPlant DELLAs restrain growth and promote survival of adversity by reducing the levels of reactive oxygen speciesCurr Biol20081865666010.1016/j.cub.2008.04.03418450450

[B37] JiangCGaoXLiaoLHarberdNFuXPhosphate starvation root architecture and anthocyanin accumulation responses are modulated by the gibberellin-DELLA signaling pathway in ArabidopsisPlant Physiol20071451460147010.1104/pp.107.10378817932308PMC2151698

[B38] AudicSClaverieJMThe significance of digital gene expression profilesGenome Res19977986995933136910.1101/gr.7.10.986

[B39] BenjaminiYDraiDElmerGKafkafiNGolaniIControlling the false discovery rate in behavior genetics researchBehav Brain Res200112527928410.1016/S0166-4328(01)00297-211682119

[B40] LivakKJSchmittgenTDAnalysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) MethodMethods20012540240810.1006/meth.2001.126211846609

[B41] BenjaminiYHochbergYControlling the false discovery rate: a practical and powerful approach to multiple testingJ Roy Stat Soc B199557289300

# Supplementary material for: Identification of drought stress-responsive transcription factors in ramie (Boehmeria nivea L. Gaud)
**Source:** BMC Plant Biol. 2013 Sep 10;13:130. doi: 10.1186/1471-2229-13-130
**Supplement:** Additional file 4 — Potential drought stress-responsive transcription factors.

| Gene | Fold | Annotation by blast Nr database |
| --- | --- | --- |
| **Up-regulated** | |  |
| Unigene4099 | 2.1 | transcription factor UNE10-like [Glycine max] |
| Unigene2486 | 2.2 | GATA transcription factor, putative [Ricinus communis] |
| CL2692.Contig1 | 2.3 | domain class transcription factor [Malus x domestica] |
| Unigene957 | 2.4 | AP2 domain class transcription factor [Malus x domestica] |
| Unigene7751 | 2.4 | zinc finger protein, putative [Ricinus communis] |
| Unigene11226 | 3.3 | transcription factor TCP19-like [Glycine max] |
| Unigene8373 | 3.6 | NAC domain-containing protein 100-like [Vitis vinifera] |
| Unigene19206 | 4.0 | hypothetical transcription factor [Prunus persica] |
| Unigene13048 | 4.4 | homeobox-leucine zipper protein HAT14-like [Vitis vinifera] |
| CL3391.Contig1 | 5.1 | myb-related protein 306-like [Glycine max] |
| Unigene2022 | 5.3 | C2H2L domain class transcription factor [Malus x domestica] |
| CL5149.Contig1 | 6.9 | homeobox protein, putative [Ricinus communis] |
| Unigene8530 | 7.7 | DOF domain class transcription factor [Malus x domestica] |
| Unigene7003 | 8.3 | transcription factor bHLH87-like [Vitis vinifera] |
| Unigene13775 | 10.4 | NAC domain-containing protein 7-like [Glycine max] |
| Unigene4573 | 37.2 | ethylene responsive transcription factor 1a [Prunus salicina] |
| Unigene5451 | 312 | homeobox protein, putative [Ricinus communis] |
| Unigene19721 | 335 | DELLA protein RGL1, putative [Ricinus communis] |
| Unigene9044 | 335 | NAC domain-containing protein 8 [Vitis vinifera] |
| Unigene2547 | 357 | homeobox protein knotted-1-like 7-like [Glycine max] |
| **Down-regulated** | |  |
| Unigene565 | 4.2 | homeobox-leucine zipper protein ATHB-16-like, partial [Glycine max] |
| Unigene1569 | 4.9 | myb transcription factor [Humulus lupulus] |
| Unigene5955 | 8.6 | auxin-responsive family protein [Arabidopsis lyrata subsp. lyrata] |
| Unigene19209 | 476 | transcription regulator, putative [Ricinus communis] |

# Supplementary material for: Identification of drought stress-responsive transcription factors in ramie (Boehmeria nivea L. Gaud)
**Source:** BMC Plant Biol. 2013 Sep 10;13:130. doi: 10.1186/1471-2229-13-130
**Supplement:** Additional file 5 — Primers of genes validated by qRT-PCR.

| Gene | Forward primer (5'-3') | Reverse primer (5'-3') |
| --- | --- | --- |
| Unigene1369 | CCTCCAACAACGGTTCTCAT | ACCCAAATGGCAAAGAACAG |
| Unigene4099 | CAAAGAATGAGGACAGGGGA | ACGTAGACGACGTGTGTTGG |
| Unigene8530 | TCAGGAGTGGGTTCTTGGAG | GATTGTGGTCACCGTCACTG |
| Unigene2022 | GACATGTGGTTAACCGAGGC | TAACAACATCTTCTCCGGGC |
| Unigene957 | GCCCTTAGGTTCGATCACC | TGAGATCGAGGTCGAGGACT |
| Unigene1078 | GTAGCTTGACCGGTGCTCAT | GTTGGGGATCCTGTGAGAGA |
| Unigene9044 | CAAGCAAGGGAAAGCTTGAG | AACCACATGAAGCAGCAACA |
| Unigene13775 | AGTTGAGCCACGATCAGGAC | ATAAACGACGCCGTATCCAA |
| Unigene8373 | ACAATGTTCCGTTTCCGTTC | CGACTGGTCTTGCATCAGAA |
| Unigene19721 | CCTCAGGTCTTCCACGTCTC | CCTCGAAAGCTCTCAGCAAC |
| Unigene10248 | TTGCTCATTGTTGCAAGGAC | AGGGCACAACGGCATAGTAG |
| Unigene565 | TCTCTCGGCGAAGGAGATTA | GTACGACGACGAAGACGACA |
| Unigene1569 | AGAGAAATGGGGGTGCTTTT | CTCCTTCTGCTCCTCCCTCT |
| Unigene5955 | AGCTAAGAGGCAAGCTCGTG | ATGCTCCAGTGGGACGTAAC |
| Unigene5390 | CATCGGCACCATTGTTATTG | TGTCACGGTACTTCCCCTTC |
| Unigene19209 | AAGTGGGCATGGATTTCTTG | AACACTTGGGGGCTTTTTCT |
| CL4185.Contig1 | AAAGTGACGTTGGGGAACTG | GACAAGGCCAAAATCAAGGA |
| CL4538.Contig1 | GAGTTCGGAGAGCTGGAATG | CTGTGTGAGGCAGCATTGTT |
| CL4377.Contig1 | TTCAGGCAAAGGAATCCATC | TGGACAAAGGGAGTGGAAAG |
| Unigene738 | CGTCATTCTTTGTGGTGGTG | GACGAAGAGAAAAAGCACCG |
| Actin | TAACATCGTCCTCTCTGGGG | CGGTGCAACCACCTTTATCT |

How the deposited data were processed for this re-analysis (not part of the article)

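The data were the tag counts of 1 CO and 1 DS library of ramie, each from RNA pooled over 3 plant replicates and 5 tissues. The authors digested cDNA with NlaIII, cut tags of 17 bases next to the CATG site with MmeI, sequenced them, removed tags with ambiguous bases, adaptor tags and single-copy tags, and counted identical tags. They deposited for each distinct 21-nt tag its count of copies, without normalization, and its TPM, which the authors calculated as the count per 1000000 tags of the same file. It was checked that the deposited TPM differ from that quotient by at most 0.00500, that all tags have 21 nt and start with CATG, and that the smallest copy number is 2. No gene name is in the files, and no ramie transcript sequence was used here, so gene counts were those the paper lists in Additional file 2. The alignment that produced them was not repeated.

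The depth was 4410133 copies in CO and 4480328 in DS. A count of 3 copies corresponds to 0.680 TPM in CO and 0.670 TPM in DS. Intervals of single counts and of ratios are exact Clopper-Pearson intervals at 95%, and they cover counting error only. Those of shares of tags are Wilson intervals, which treat distinct tags as independent draws and do not carry the counting error of copies, so they are too narrow. Bounds at a count of 0 take it as a true 0, although single-copy tags had been removed, and are therefore too narrow. Samples were grouped by their titles and the names in the paper. There are no replicates, so no spread between plants, no test between conditions and no fit with a sample left out could be made.

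The main test followed the methods of the paper and was the exact probability of Audic and Claverie, made two-sided by doubling the smaller tail, with library totals as normalization, Benjamini-Hochberg FDR ≤ 0.001 and an absolute log2 ratio of TPM of at least 1, where a TPM of 0 was set to 0.01. For genes, the FDR needs the genes not listed, so the p was compared with the largest p listed in Additional file 2, at the 6 digits in which it is printed; without this rounding 3 of the 1516 genes lie above it. The test was tested on simulated data, in which 190 of 200 changed tags were recovered and 0 unchanged tags were called. The simulated counts carried counting error only, as the test assumes. The changed tags were drawn from those with at least 100 copies and had changes well past the ratio threshold. The simulation therefore checks the calculation, and not the rate of false calls or the recovery of rare tags in these data. Thinning drew tags without replacement, 20 times at each amount and 100 times for the comparison at equal depth. Alternatives, listed before the data were examined, were Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, TMM scaling, other totals, other treatments of counts of 0, filters on rare tags, other FDR limits, and the removal of tags 1 base from a tag at least 20 times as abundant. Other alternatives, which concern tags that end in a run of A and scaling by the median ratio, were chosen after seeing the data.

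Genes named in the text are those the paper names, its 24 TFs, actin genes and the 2 genes with the largest and the 2 with the smallest log2 ratio of Additional file 2. Tags named are the 2 with the smallest p in each direction (ties, which include every p too small to be computed, broken by the difference in TPM), the most abundant tag of each library, tags that fit a CATG site in a qRT-PCR primer over at least 13 bases, and tags that alone share the pair of counts of a TF of Table 4, of which there were none. Outside this rule, the 3 less abundant ribosomal protein genes and Unigene2891 are named, chosen after the data were examined. The rule was set before the data were examined, except for the limit of 13 bases, which was set afterwards. The primer fits of 6, 9 and 11 bases that it leaves out matched 30326, 722 and 25 tags, and 1 of the 722 had the counts of its gene, Unigene9044. The sequence of 1 tag named by the rule, with 2 copies in CO and 17340 in DS, is not printed, since it was not settled whether it comes from ramie. Plant growth traits, qRT-PCR and pathway enrichment were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.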

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

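The tests of sequence variants and of sequencing errors at 20 times were set before their results were seen, the limit of 2 times was set afterwards, and the comparison with listed genes was set after a match had been noticed. The limits of 500 and 2 copies were themselves chosen after the data were examined.

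A group of 27 tags had at least 500 copies in DS and at most 2 in CO, and 21 of them were absent from CO. Together they held 50174 copies in DS, or 1.12% of the library, and 12 in CO. The most abundant had 17340 copies in DS, more than the largest DS count of any gene in Additional file 2 (10272 copies). In the opposite direction, 0 tags had at least 500 copies in CO and at most 2 in DS. These tags drew attention because they were nearly absent from CO and lie far above the smallest copy number in the DS file, which was 2. Whether they come from genes that the paper discusses is unknown, since tags were not aligned to genes here. A sequence variant between the pools would be expected to leave a tag 1 base away that has many copies in CO and is less abundant in DS, and 0 of the 27 tags had one. Sequencing errors of other tags would leave a far more abundant tag 1 base away, and 0 of the 27 had one at least 20 times as abundant in DS. This had little chance to find one, since such a tag exists for 21 of the 27 and only 12 tags of the library are abundant enough for any of them. With a limit of 2 times, set afterwards, 0 of the 27 had one, although such a tag exists for 26 of the 27, with 408 tags abundant enough for at least 1 of them. A variant that removes or creates a CATG site would move the tag elsewhere in the transcript and was not tested. RNA of another organism in the DS pool is a candidate explanation. Of the 27 tags, 1 had counts that, together with the tags 1 base away, equal those of a gene listed in Additional file 2 (Unigene2891), and 0 had one when the counts were shifted by 1 copy. A missing match says little, since only 55 of 432 abundant genes (12.7%) have counts equal to those of a tag with the tags 1 base away. Genes of the ramie assembly with the same pattern are listed in Additional file 2, among them Unigene1165 (0 copies in CO and 5223 in DS) and Unigene556 (0 and 4175). These genes go with ramie RNA only if the assembly holds no RNA of another organism, which was not tested. Whether the tags come from another organism is therefore left open. The pattern also cannot be told apart from a difference between the 2 library preparations, and a response to drought could not be tested with 1 library per condition.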

How the results depend on the processing

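No paired analysis was possible because each condition has 1 library. For the same reason no library was left out, and no other split of the samples exists. Unless stated otherwise, the alternatives were set before the data were examined. The matching of tags to genes, exactly or with 1 mismatch, was not run, since no ramie transcript reference was used here.

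Of 98 alternatives, 53 left the result within its limits (within 1.5 times for counts, inside the Wilson 95% interval for shares), and 39 moved it and are given here. The Wilson intervals are so narrow that nearly any change of rule leaves them, so the moves of the shares are to be read from their size. The other 6 are log2 ratios of single genes with a count of 0, whose interval has no end, so that no limit applies. Most results are counts, which have no sign that an alternative can turn. More tags were more abundant than less abundant in DS under 15 of the 16 settings of the tag test, the reported one included. The exception, chosen after seeing the data, set the median ratio of tags that do not end in A to 1 and gave 2908 more and 3687 less abundant tags. With the median of all tags with at least 20 copies set to 1, also chosen afterwards, the numbers were 3562 and 3017. The assumed biological coefficient of variation moved the counts most. It stands for a spread between pooled libraries and not between single plants, and it cannot be measured in these data. With an assumed biological coefficient of variation of 0.2 in edgeR's exact test, 1142 tags were more and 571 less abundant (4051 and 2603 as reported), as were 408 and 146 genes of Additional file 2 (1011 and 505 as reported), 3 TFs were more and 3 less abundant (20 and 4 as reported), and 2 ribosomal protein genes were more and 2 less abundant (33 and 3 as reported). Small rises cannot pass with this assumed variation, and some larger rises of TFs with low counts did not pass either. The ribosomal protein genes rose by a median of 2.53-fold, so these numbers do not show that the excess is lost. With 0.4, the numbers were 137 and 8 tags, 104 and 8 genes, 1 and 0 TFs, and 0 and 0 ribosomal protein genes. At FDR 0.05, 7042 tags were more and 4822 less abundant. Leaving out the tags that end in at least 6 A, an alternative chosen after seeing the data, gave 4018 and 2130 tags. Scaling within groups of tags by their last bases, also chosen after seeing the data, gave 3320 and 2308.

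The excess of distinct tags in DS was 4204 with at least 3 copies, 1373 with more than 5 copies (but 2080 with more than 20) and 7440 after thinning of DS to the CO total. Distinct tags gained after 4000000 tags were 49329 in CO and 57098 in DS with single-copy tags restored, and 22631 and 27712 when at least 2 copies were required for detection. The removal of single-copy tags therefore limits what the files show about saturation.

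The shares of tags more than 5-fold more and less abundant were 30.1% and 27.5% with a TPM floor of 0.01, 3.38% and 5.70% with 1 copy added to every count, 1.27% and 1.01% among tags found in both libraries, 0.437% and 0.223% with FDR 0.001 also required, and 4.35% and 3.11% among tags with at least 10 copies. The larger share belonged to the less abundant tags as reported and with 1 copy added, and to the more abundant tags in the others. This order rests on the threshold: with an absent tag as 1 copy, the 5910 tags with 5 copies in CO and 0 in DS stand at 5.08-fold and are counted, while the 6316 tags with 0 and 5 copies stand at 4.92-fold and are not. Without the former, 9013 tags were less abundant, against 10302 more abundant. The numbers of genes more than 100-fold more and less abundant were 24 and 1 with a count of 0 set to 1 copy, 39 and 1 with 0.5 copies added, and 12 and 0 among genes found in both libraries. Since 118 of the 130 and all 27 of these genes have a count of 0, the value put in place of 0 sets their ratio. The log2 ratio of Unigene19721 and of Unigene9044 was 8.39 as reported, 3.88 with 1 copy and 4.93 with 0.5 copies added, and that of Unigene19209 was -8.90, -4.42 and -5.45.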

Differences from the paper's values

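The share of tags more than 5-fold more abundant in DS was 2.21%, against the paper's 0.36%, and the share more than 5-fold less abundant was 3.20%, against the paper's 0.29%. The paper ties its shares to unique tags that matched genes, and does not state which tags make up the total. The shares given here are of all 466510 distinct tags, so the values may not be directly comparable. Among the alternatives set before the data were examined, requiring FDR 0.001 as well brought the shares within 1.5 times the paper's values, at 0.437% and 0.223%. A TPM floor of 0.01 (30.1% and 27.5%), 1 copy added to every count (3.38% and 5.70%), tags found in both libraries only (1.27% and 1.01%) and tags with at least 10 copies (4.35% and 3.11%) did not.

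The paper's text gives 157 genes as up-regulated by more than 100-fold. The counts in Additional file 2 gave 130 such genes, and 157 is the number in both directions together. The 157 genes listed in Additional file 1 are 130 more abundant and 27 less abundant ones. The picture of Figure 2 labels the higher curve as CO, whereas Table 2 gives the larger number of matched genes to DS; on distinct tags the DS curve was higher, with 340187 against 328806 tags.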

Other observations

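The tests of the last bases of a tag and of an offset of most tags were chosen only after the medians by length of the run of A had been seen. The run of A itself was noticed among the tags that fell most, so what follows is a hypothesis tested on the same data.

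Tags that end in a run of A were depleted in DS. Among the 44314 tags with at least 20 copies, the 1009 that end in at least 6 A had a median log2 ratio of -1.87, against 0.12 for the others, and 76.8% of them were below -1, against 14.0%. They held 2.68% of the copies in CO and 0.804% in DS. The median was lower in each of 4 classes of abundance, with a difference of -1.86 in the class where it was smallest. The median fell with the length of the run, from 0.24 without a final A to -1.10 with 5 and -2.33 with 10. These values are consistent with a lower recovery in the DS library of tags that reach into the poly(A) tail. Other explanations were tested. A-rich sequence inside the tag had a much smaller effect, with a median of -0.32 over 642 tags. A run of T at the end went the other way, with a median of 0.28 over 189 tags. TMM scaling left the median of the A-ending tags at -1.89, but it moved log2 ratios by 0.02 only; the difference from other tags does not depend on any common scaling. Medians also spread by 1.14 on the log2 scale between the last 2 bases, against at most 0.399 for pairs of inner bases. Tags that end in a run of A were included there, so this spread may in part be the same fall. The last 2 bases cannot account for the fall of a further -1.89 from 2 to 10 final A. A fall of the genes themselves remains open. Of 253 tags that share the first 13 bases with a fallen A-ending tag and do not end in a run of A, 55.7% had a ratio below 0, against 44.4% of all tags with at most 2 final A. Most of them had been set as the criterion before the test, and it was met. Siblings share only 9 bases after CATG, and the same search with these bases reversed found 81 tags, of which 39.5% were below 0. Many siblings can thus be unrelated tags, which would dilute a fall. The share of siblings below 0 went with a fall of the genes, but with unrelated tags among them the test cannot settle it. Whether the paper's less abundant genes rest on such tags could not be settled: of 41 less abundant genes with at least 100 copies whose counts equal those of exactly 1 tag, 1 (2.44%) ended in at least 6 A, against 2.07% of all tags with at least 100 copies, but 14 genes found such a tag by chance when their counts were shifted by 1 copy, and with the tags 1 base away included 8 of 50 ended in A. With 1 library per condition, a difference in library preparation and a change of poly(A) site use under drought cannot be told apart.

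The GC content of the tag had little relation to the ratio (Spearman rho 0.0675 across tags with at least 20 copies; tags are not independent replicates). The numbers of tags that rose and fell depend on the scaling. TMM scaling left a ratio of 1.49, but it moved log2 ratios by 0.02 only. The median log2 ratio of tags with at least 20 copies was 0.10, and 0.24 for those that do not end in A. With the latter median set to 0, 2908 tags rose and 3687 fell, a ratio of 0.789, but setting a median to 0 lowers this ratio whatever the cause of the rise. A technical offset of most tags and a real excess of risen tags cannot be told apart here. The genes were not tested with this scaling. After thinning of DS to the CO total, 65.4% of the excess of distinct tags in DS remained, so a deeper DS library explains a part of it. How far the excess would differ between libraries of one condition is not known.

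Sequencing errors of abundant tags are a candidate source of some distinct tags. Of all tags, 1.75% lay 1 base from a tag at least 20 times as abundant, 17.8 times the share of decoys (0.0982%) made by reversing the 17 bases, which leaves most distinct tags without this explanation.

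The counts of genes in Additional file 2 can in part be traced to tags. Of 432 genes with at least 300 copies, 55 had a pair of counts equal to that of 1 tag together with all tags 1 base away, against 4 to 6 when the counts were shifted. For the others the counts may be sums over several tags or leave out tags shared between genes, which was not tested.

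The genes of Additional file 2 described as actin were all more abundant in DS: CL1631.Contig3 (4 copies in CO and 26 in DS), CL5463.Contig1 (10 and 41), Unigene934 (585 and 2058), Unigene1787 (176 and 561) and CL1631.Contig1 (33 and 97). Only genes past the thresholds are listed, so actin genes without a difference cannot appear there. The reference gene of the paper's qRT-PCR, CL5463.Contig2, is another contig and is not among the listed genes, and its counts were not analysed here. The paper chose this contig because its TPM was similar in the 2 libraries, and reports that its Ct did not differ between CO and DS plants.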
